A study of Mus musculus with 2 samples. Its data were reported in "NR2F2 regulation of interstitial cell fate in the embryonic mouse testis and its impact on differences of sex development" (2025).

How the data were processed

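Testes of mouse embryos at E14.5 were processed by the authors with the 10x multiome assay, giving 1 RNA library and 1 ATAC library of the same nuclei. The embryos carried *Nr5a1-cre* and *Rosa-tdTomato*, and whether the *Nr5a1-cre* transgene adds counts at *Nr5a1* was not tested. How many embryos were pooled is not given in the sources used here. The authors ran Cell Ranger ARC 2.0.1 at default settings on the mm10 reference, and deposited its output before any filter on quality, doublets or ambient RNA. The deposited matrix holds raw counts for barcodes called as nuclei: UMIs per gene and transposase cuts per peak, with peaks called over all nuclei together. Per the file headers, the fragment list gives each unique fragment with a count of supporting read pairs, with ends already moved to the transposase cut. That the peak counts are cut sites was tested against the fragments, where the median ratio of the matrix value to cut sites in peaks was 1.00 and to fragments at peaks 1.88. All values here are counts with no normalization by the authors. Read pairs per fragment averaged 1.10, so deeper sequencing would have found more fragments.

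Nuclei were kept at the thresholds of the study's methods: under 10% mitochondrial, under 10% ribosomal protein and under 0.5% haemoglobin UMIs, over 500 genes, over 20% of fragments at peaks, and over 250 and under 25000 fragments at peaks. The filter on blacklisted regions was not used here. Doublets were scored on the RNA with Scrublet in scanpy 1.11.5, and the top 0.8% per 1000 nuclei, which is 6.13%, were removed by rank. This stands in for the caller of the study, which was not used here, and a removal by rank leaves part of the doublets in place. No ambient RNA was removed in the main values, so free RNA remains in every class and germ-like nuclei are given beside shares of nuclei with a UMI.

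Clusters were made with Seurat 5.3.0 in R 4.3.3. The RNA was log-normalized and reduced to 30 principal components over 2000 variable genes, and the peak counts were weighted by TF-IDF and reduced with irlba 2.3.5.1 to 30 components, of which the one that followed depth (r = 0.946 with log10 counts) was left out. Weighted nearest neighbours joined both, and clusters were cut at a resolution of 0.3. Clusters from RNA alone and from ATAC alone were made in the same way. Boundaries of clusters also moved with the threading and kernel of the linear algebra library, which were held fixed. A panel of 25 genes was kept out of the variable genes and the markers. Each cluster took the name of the class, among 14 with markers, whose markers had the highest mean z score of log2 CPM over clusters. A cluster stayed unnamed when another class had more markers among its 10 leading genes, when under 3 of its markers were detected, or when its median UMI count was under 1/3 of the median of all nuclei with no own marker leading. Markers, panel, gene lists, tests of the main results and most alternatives were fixed before the data were examined. Many of the markers and panel genes, and the themes of both gene lists, had been reported by the study from this same library. Class names and directions that match the study are therefore no independent test of it. Of the 28 alternatives, 6 were added afterwards. Tests of the additional observations that were chosen after the results were seen are named there.

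UMIs were summed per class and divided by the class total to give CPM, with exact Poisson intervals for levels and exact conditional binomial intervals for ratios. Intervals on peak counts take each cut as independent. Cuts mostly come in pairs from the same fragment, 87.1% of nonzero peak counts being even, so those intervals are too narrow. Shares have exact Clopper-Pearson intervals at 95%. Nuclei are not replicates, so no p-value, standard error or number of changed genes or peaks was derived from them. Shares of nuclei with a UMI were also taken after thinning each nucleus to 2000 UMIs, and 74 shallower nuclei were left out. Distances between class means used the 2000 most variable genes (log-normalized) or peaks (TF-IDF) and classes of at least 30 nuclei. Agreement was Spearman's rho over features with at least 20 counts, averaged over 20 draws of disjoint subsets of 400 nuclei. Gene lists were compared by median log2 ratio at a pseudocount of 1 CPM with 10000 random lists matched on mean expression. Collagen genes were all genes whose symbol is Col, a number, a and a number, and cholesterol genes were 19 enzymes of cholesterol synthesis fixed in advance. Some single genes of the panel and the lists are not reported here.

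Promoter peaks lay within 1 kb of the start position in the deposited feature table, and at least 20 counts over both classes were required. Beyond the panel, the 5 genes with the largest ratio in each direction were named, with at least 100 UMIs over both classes and 50 CPM in the higher class, on classes clustered from chromatin alone. The 3 peaks with the largest ratio in each direction, of at least 100 counts, were named on classes clustered from RNA alone. Coordinates are 1-based on GRCm38 (mm10), with annotation from GENCODE vM21. Consensus words were searched on both strands of 109183 peaks with a sequence, 32 peaks on unplaced scaffolds being left out. The 500 most unequal peaks in each direction among 61127 peaks of at least 50 counts were compared with peaks of a ratio within 1.25, matched in bins of 2% GC and 50 bp of width.

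The ratios, lists, agreement and word search were tested on simulated data. In Poisson counts for 12689 genes in a simulated pair of progenitor-like and Leydig-like sums, 200 genes were changed by known folds. The interval excluded 1 in 100% of them and held the true fold in 94.0%, and it held 1 in 95.4% of unchanged genes. Of 200 simulated lists with no shift, 3.5% lay outside the central 95% of random lists. With no difference between simulated classes, rho over its ceiling was 1.00 on gene counts, and a planted word was found in 200 of 200 sequences. Sparse peak counts were not simulated. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 were used. The chromatin immunoprecipitation, knockout and imaging experiments of the study were not analysed here.

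Alternatives were clusters from RNA alone or ATAC alone, a resolution of 0.6, panel genes allowed among the variable genes, no doublet removal, Scrublet at its automatic threshold, all barcodes, stricter minimums, subtraction of an ambient profile, a mean of CPM over nuclei, 500 or 10000 features, equal numbers of nuclei, correlation in place of distance, higher count minimums, a pseudocount of 10 CPM, promoters within 5 kb or scaled to fragments, and 200 peaks in each direction. Those added were RNA thinned to the counts per feature of chromatin, words within 300 bp around the peak centre, joint clusters for the promoter, word, gene and peak comparisons, another ambient share, equal numbers among classes of at least 300 nuclei, and another kernel of the linear algebra library.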

Results

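The testis interstitium holds the fetal Leydig cells, which make androgens, and mesenchymal cells that include their presumed progenitors. Nuclei of mouse testes at stage E14.5, counted in days from conception, were profiled by 10x multiome, an assay that reads RNA and open chromatin (ATAC, a transposase cutting accessible DNA) from the same nucleus. The 2 libraries, 1 of RNA and 1 of ATAC, come from the same nuclei, and each assay has 1 library. No replicate stands behind any value below, so no test between animals was possible. Differences between classes of nuclei are given with exact 95% intervals that cover counting error only. Those of peak counts are too narrow even for that, since cuts come in pairs. The deposited matrix held 9833 barcodes with 122049390 RNA molecules (UMIs) over 32285 genes and 38243814 transposase cuts over 109215 peaks. The fragment list held 58448458 unique fragments, of which 93.6% belonged to barcodes of the matrix and 37.1% of those lay at peaks. Cut sites within 50 bp of a transcription start were 21.0 times as dense as those about 2 kb away.

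The first question was which cell populations the testis held at this stage. The thresholds of the study left 7667 of the 9833 barcodes, the largest losses being 1144 barcodes with 250 or fewer fragments at peaks and 972 with 10% or more mitochondrial UMIs. Scrublet then removed the 470 nuclei of highest doublet score, and 7197 nuclei were kept. Alternatives left between 5358 and 9059 nuclei, the lower number under stricter minimums of 1000 genes and 1000 fragments at peaks. The study's own number of nuclei is quoted with its reported values. Kept nuclei had a median of 7949 UMIs, 3157 genes and 4484 fragments, and held 77166216 UMIs and 38270604 fragments in all.

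Clustering on both assays gave 12 clusters, which markers fixed in advance placed in 11 classes. Progenitor-like nuclei were the largest class, with 3270 nuclei or 45.4% of those kept (95% binomial interval 44.3% to 46.6%). They fell in 2 clusters, one of 2560 nuclei and one of 710 nuclei that genes of the cell cycle led. Leydig-like nuclei numbered 801, a share of 11.1% (10.4% to 11.9%). Germ-like nuclei made up 13.8%, Sertoli-like 11.5%, surface epithelium-like 7.56% and mesonephric mesenchyme-like 5.50%. Endothelial-like (1.35%), supporting-like (1.15%), immune-like (0.959%), pericyte-like (0.945%) and erythroid-like (0.653%) nuclei were fewer. No cluster was named contractile-like at the resolution of 0.3, whereas 1067 nuclei formed such a class at 0.6. All 1067 belonged to the progenitor-like class at 0.3, of which they made up 32.6%, so the values of that class below include them. Under the alternatives that changed the nuclei, the variable genes, the assay or the resolution one at a time, at fixed settings of the linear algebra library, the progenitor-like share lay between 30.3% and 39.8%. It was 30.3% without doublet removal, where the cycling cluster of 955 nuclei took the contractile-like name. These shares and the names behind them were rebuilt from markers, and a difference from the study may come from that.

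**Figure D1:**
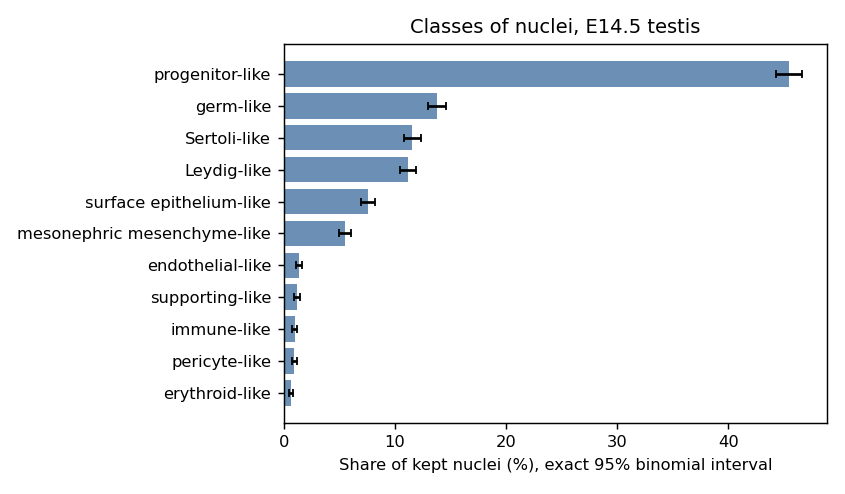
Share of the 7197 kept nuclei (x axis, %) in each class (y axis), as bars with exact 95% binomial intervals. Progenitor-like nuclei made up 45.4% and Leydig-like nuclei 11.1%.

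The next question was how *Nr2f2*, which encodes an orphan nuclear receptor, was distributed against *Nr5a1*, the steroidogenic factor of Leydig cells. Both genes were kept out of the variable genes and the naming markers, so the RNA of neither had a part in making the classes, while peaks at both genes stayed in the chromatin part. *Nr2f2* (ENSMUSG00000030551; GRCm38 chromosome 7, 70351944 to 70366735, minus strand) stood at 543 UMIs per 1000000 (CPM) in progenitor-like nuclei (534 to 553) and at 145 CPM in Leydig-like nuclei (137 to 153). The ratio was 3.76 (3.55 to 3.98). *Nr2f2* was also high in mesonephric mesenchyme-like (511 CPM), pericyte-like (453 CPM) and surface epithelium-like nuclei (407 CPM). Germ-like nuclei, taken as the class that should lack the gene, held 87.6 CPM. Among alternatives with a value the ratio was highest with Scrublet at its own automatic threshold, which marked 1428 nuclei (18.6%) as doublets and gave 7.81 (7.07 to 8.65). The planned subtraction of ambient RNA left no *Nr2f2* in Leydig-like nuclei and so gave no ratio. Of the *Nr2f2* UMIs of the Leydig-like class, 68.5% lay in its 170 nuclei over that threshold. The 743 germ-like nuclei not over it and of at most 50000 UMIs held 15.8 CPM.

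At least 1 *Nr2f2* UMI was found in 92.4% of progenitor-like, 49.6% of Leydig-like and 32.9% of germ-like nuclei. These classes differed in depth, with medians of 6354, 9679 and 15620 UMIs. After each nucleus was thinned to 2000 UMIs, which left out 55, 3 and 2 shallower nuclei, the shares were 64.1% (62.4% to 65.7%), 17.2% (14.6% to 19.97%) and 6.27% (4.84% to 7.96%). The Leydig-like share thus lay above the germ-like background beyond counting error. That reading depends on the class taken as background. Sertoli-like nuclei also stood lower, at 10.4% (8.39% to 12.7%). Immune-like nuclei stood at 19.7% (10.9% to 31.3%, 66 nuclei) and erythroid-like nuclei at 21.7% (10.9% to 36.4%, 46 nuclei), not below the Leydig-like share.

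*Nr5a1* (ENSMUSG00000026751; chromosome 2, 38692656 to 38714542, minus strand) ran the other way, with 376 CPM in Leydig-like nuclei (364 to 389) and 31.5 CPM in progenitor-like nuclei (29.3 to 33.8). The Leydig-like level was 12.0 times the progenitor-like level (11.05 to 13.0), and Sertoli-like nuclei held 108 CPM. An *Nr5a1* UMI was present in 93.1% of Leydig-like, 18.9% of progenitor-like and 18.0% of germ-like nuclei. Among nuclei not over the automatic Scrublet threshold, progenitor-like nuclei held 32.3 CPM, and germ-like nuclei of at most 50000 UMIs 3.02 CPM. Thinned to 2000 UMIs, the shares were 51.4% (47.8% to 54.9%), 6.56% (5.73% to 7.47%) and 2.83% (1.89% to 4.07%). Both genes were detected together in 18.0% of progenitor-like, 45.3% of Leydig-like and 12.1% of germ-like nuclei. After thinning, 3.83% of progenitor-like (3.19% to 4.55%) and 9.65% of Leydig-like nuclei (7.69% to 11.9%) held both, against 3.59% and 10.6% for genes detected independently, so the overlap was within counting error of independence in both classes. In germ-like nuclei 0.303% held both.

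**Figure D2:**
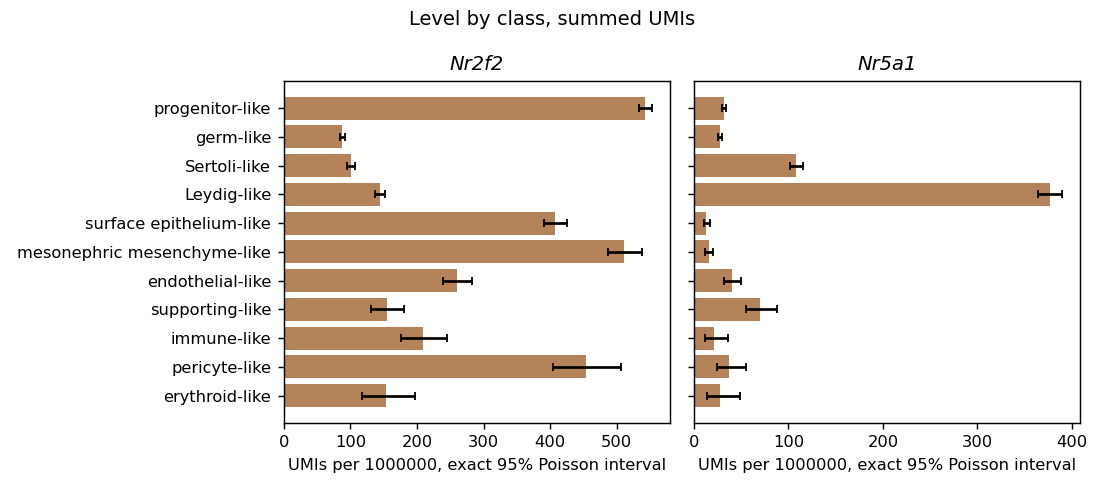
UMIs per 1000000 (x axis) of Nr2f2 (left) and Nr5a1 (right) in each class (y axis), as bars with exact 95% Poisson intervals. Nr2f2 stood at 543 in progenitor-like and 145 in Leydig-like nuclei, and Nr5a1 at 31.5 and 376.

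Progenitor-like and Leydig-like nuclei were then compared over the rest of a panel of 25 transcription factors, markers and signalling genes. The study had reported many of them as unequal between its clusters in the same library, so their directions are no independent test. The interstitial gene *Tcf21* (62.8 against 12.9 CPM, ratio 4.86, 4.03 to 5.92) was higher in progenitor-like nuclei. *Lhx9* (ratio 4.99), *Pknox2* (4.69), *Gli2* (4.60), *Gli1* (3.74), *Hes1* (3.54), *Wt1* (3.28), *Hoxd3* (3.01), *Ebf1* (2.34), *Smad3* (2.23), *Notch2* (1.97) and *Tmsb10* (1.77) were higher there too, each with an interval above 1. *Dhh* (ratio 1.83, on 101 and 21 UMIs) is not read as a difference, since its levels of 4.23 and 2.32 CPM lay below the 5.68 CPM of germ-like nuclei. *Wt1* was the exception to direction, with a ratio of 0.948 (0.848 to 1.06) under the stricter minimums, and the planned subtraction of ambient RNA left none of it in either class. *Star* was lower in progenitor-like nuclei (19.2 against 271 CPM, ratio 0.0706, 0.0637 to 0.0780), as were *Thrb* (ratio 0.0845), *Esrrg* (0.112), *Gata6* (0.207), *Rora* (0.233), *Insl3* (0.326) and *Vegfa* (0.748). *Insl3* stood at 28.2 against 86.5 CPM. The lower of both levels lay below the germ-like level for *Star* (24.8 CPM) and *Esrrg* (18.4 CPM), and also for *Hes1*, *Wt1*, *Notch2* and *Tmsb10*, so free RNA may make up that level and the sizes of these ratios are uncertain. The planned subtraction also left no *Tcf21*, *Lhx9*, *Pknox2*, *Gli2* or *Hes1* in Leydig-like nuclei. It left no *Star*, *Thrb*, *Esrrg* or *Gata6* in progenitor-like nuclei, so the sizes of those ratios are not settled either. Among alternatives with a value, ratios ran from 2.60 to 35.4 for *Tcf21*, 2.999 to 33.6 for *Gli1* and 3.16 to 16.6 for *Lhx9*. These ranges are wider than the counting intervals.

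Cell cycle genes were summed over 97 genes of the S and G2M lists of Seurat. They took 7582 CPM in progenitor-like and 3573 CPM in Leydig-like nuclei, a ratio of 2.12 (2.10 to 2.15). The joint clusters partly rest on such genes, and on classes made from chromatin alone the ratio was 1.73 (1.71 to 1.75). Without doublet removal it was 1.10 (1.08 to 1.11). *Mki67* gave 2.97 (2.76 to 3.20) and *Top2a* 3.21 (3.001 to 3.43). Both Leydig-like levels lay below those of germ-like nuclei (168 and 174 CPM), and the planned subtraction of ambient RNA left neither gene in Leydig-like nuclei, so the sizes of these ratios are uncertain too. Without doublet removal, *Top2a* fell to 0.713 (0.657 to 0.773) and *Mki67* to 1.04, the cycling cluster having been named contractile-like there.

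Extracellular matrix and cholesterol synthesis were compared through lists of genes fixed in advance, on classes clustered from chromatin alone so that the RNA had no part in making them. The study had reported both themes from the same library. The 44 collagen genes had a median log2 ratio of 1.17, progenitor-like over Leydig-like, above all 10000 random lists matched on expression, whose central 95% ran from −0.24 to 0.13. Among them 8 were lower in progenitor-like nuclei. The 19 cholesterol genes had a median of −2.49, below all 10000 random lists, and all 19 were lower in progenitor-like nuclei. Scrublet at its automatic threshold moved both medians most, to 1.75 and −3.06.

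Outside the panel, genes were named by the size of the ratio on the same chromatin classes, among 4487 genes with enough UMIs. *Spon1* (chromosome 7, 113765998 to 114043370) led the progenitor-like side, with 75.6 against 8.34 CPM and a ratio of 9.07 (7.24 to 11.5). It was followed by *4833422C13Rik* (8.72, annotated as antisense), *Epha6* (7.45), *Nell1* (7.43) and *Adgrb3* (7.14). On the Leydig-like side the noncoding gene *Lncbate1* (chromosome 8, 108553252 to 108584595) stood at 62.8 against 2.29 CPM, which is 27.4 times higher (20.4 to 37.7). *Gm36037* (27.4), *Gm16168* (27.3, annotated as antisense), *Klhl14* (27.1) and *Oca2* (26.9) came next, with overlapping intervals. Whether the counting separated the strands is not given in the sources used here, so the values of both antisense genes are uncertain. *Oca2* was also among the leading genes of the joint Leydig-like cluster.

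Whether progenitor-like nuclei lie closest to Leydig-like nuclei was asked in each assay through the Euclidean distance between class means over the 2000 most variable features. In RNA the progenitor-like class was the nearest of 10 classes, at a distance of 16.0, and the mesonephric mesenchyme-like class followed at 18.5. In chromatin it was again the nearest, at 1.56, ahead of the surface epithelium-like class at 2.20 and the mesonephric mesenchyme-like class at 2.22. The chromatin rank depended on the number of nuclei per class. With 47 nuclei drawn from each class, the immune-like class was the nearest in 58 of 100 draws and the progenitor-like class in 40, whereas in RNA the progenitor-like class was the nearest in all 100. With 396 nuclei from each class of at least 300, which leaves out the immune-like class, the rank was 1 in both assays.

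**Figure D3:**
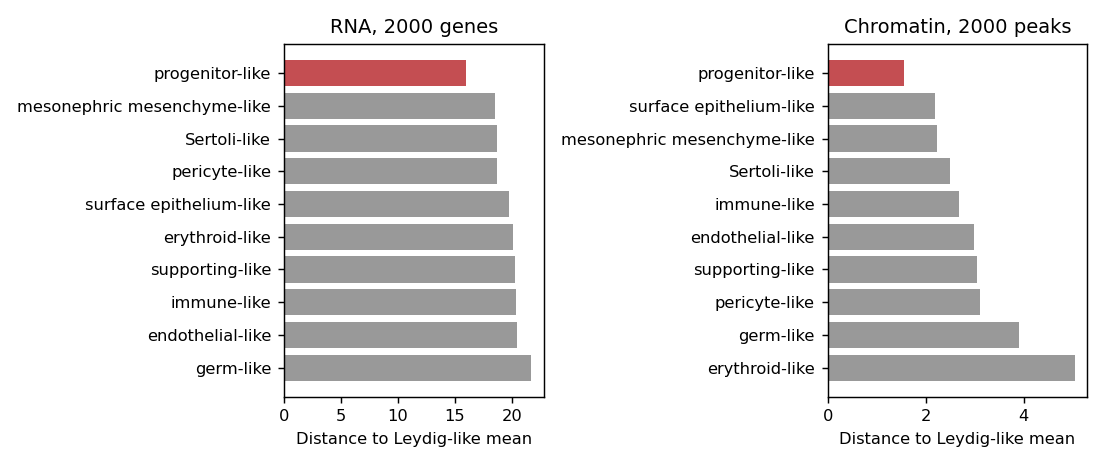
Euclidean distance between class means (x axis, no unit) from the Leydig-like class to each other class (y axis), over 2000 variable genes (left) and 2000 variable peaks (right). The progenitor-like class, in red, was the nearest in both, at 16.0 and 1.56.

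A further question was whether both classes differ less in chromatin than in RNA. Spearman's rho between subsets of 400 nuclei of each class was 0.9001 across 15864 genes and 0.559 across 98818 peaks. Genes and peaks are not independent replicates, and sparse counts lower rho, so it was set against the rho between disjoint subsets of the same class. In RNA these ceilings were 0.982 for progenitor-like and 0.987 for Leydig-like nuclei, and in chromatin 0.746 and 0.710. Divided by its ceiling, rho was 0.914 in RNA and 0.769 in chromatin, a difference of 0.145. By this measure, with ceilings that differ between the assays, chromatin stood lower than RNA. No other pair of classes was compared, and the simulation held gene counts only. How far the measure itself sets the sign is therefore unknown, and the values do not decide whether chromatin differs less than RNA. The difference shrank to 0.0590 over features of at least 100 counts and widened to 0.230 under the automatic Scrublet threshold, and stayed above 0 under every alternative run.

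Accessibility at promoters was compared between classes clustered from RNA alone, over peaks within 1 kb of the start of each panel gene, and set beside RNA ratios from classes clustered on chromatin alone. In 13 genes the intervals of both ratios excluded 1, and all 13 lay on the same side. Most cuts come in pairs from the same fragment, so these promoter intervals are too narrow, and intervals on fragments were not computed. Genes with a limit near 1, among them *Nr2f2*, *Gli1* (1.43, 1.01 to 2.08) and *Mki67* (1.28, 1.04 to 1.59), may not be separated. The count of 13 may therefore be too high. The *Nr5a1* promoter held 88.0 cuts per 1000000 in progenitor-like and 189 in Leydig-like nuclei, a ratio of 0.467 (0.416 to 0.524), and its RNA ratio was 0.118. The *Star* promoter gave 0.224 (0.146 to 0.343). The *Nr2f2* promoter differed little, with 86.7 against 70.2 cuts per 1000000 and a ratio of 1.24 (1.05 to 1.47), beside an RNA ratio of 3.50. *Wt1* (2.18), *Hoxd3* (2.10), *Tcf21* (2.07) and *Hes1* (1.98) had larger promoter ratios. The promoter ratio was not distinguishable from 1 at this depth for *Pknox2*, *Gli2*, *Notch2*, *Smad3*, *Tmsb10*, *Top2a* and *Esrrg*, among others. The same held for *Lhx9* (1.28, beside an RNA ratio of 4.94) and *Ebf1* (0.823, beside 2.10). The *Dhh* promoter gave 0.455 (0.278 to 0.764), beside an RNA ratio of 1.31 whose interval held 1. The 13 genes, being those separated in both assays, do not describe the whole panel. *Dhh* or *Ebf1* lay on opposite sides in the assays under 5 of 10 alternatives.

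The most unequal peaks between RNA-defined classes were named among 32761 peaks with enough counts. Their intervals are too narrow as well, since cuts come in pairs. Higher in progenitor-like nuclei was a peak in an intron of *Lepr* on chromosome 4 (101723124 to 101724005), with 155 against 1 counts and a ratio of 33.2 (5.88 to 1322). Intergenic peaks on chromosome 4 (106001477 to 106002357) and chromosome 1 (71767697 to 71768154) each had 133 against 1 counts. Higher in Leydig-like nuclei was an intergenic peak on chromosome 6 (112397047 to 112398040), 9024 bp from the nearest start of a coding gene, *Ssu2*. It held 105 counts against 15 and was 32.6 times as accessible per cut of the class (18.9 to 60.4). An intergenic peak on chromosome 11 (104130333 to 104131174) lay 1681 bp from the start of *Crhr1* (ratio 23.8, 14.6 to 40.6), and a peak on chromosome 10 (61177434 to 61178304) lay in an intron of *Tbata* (ratio 21.5, 12.8 to 38.04).

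Sequence was examined in the 500 most unequal peaks in each direction, against near-equal peaks matched on GC content and width. The steroidogenic factor core AAGGTCA was present in 43.6% of Leydig-higher peaks (39.2% to 48.1%) and in 25.2% of their background (23.3% to 27.2%). In progenitor-higher peaks it was present in 18.0%, below the background of 25.7%. The nuclear receptor core AGGTCA, which AAGGTCA contains, was in 68.4% of Leydig-higher peaks against 49.9%, and the GATA word AGATAA in 50% against 39.8%. Progenitor-higher peaks were richer in the E-box words CAGCTG (57.8% against 46.8%) and CATCTG (64.2% against 54.4%). In the opposite direction, AGATAA was in 50.8% of progenitor-higher peaks against 46.8%, within counting error. CAGCTG was in 55.4% of Leydig-higher peaks against 49.5%, a difference of 5.93 points. The CAGCTG intervals overlapped, which does not place that difference within counting error. Within 300 bp around the peak centre, AGATAA was above background in progenitor-higher peaks too (27.8% against 20.2%), so AGATAA is not specific to Leydig-higher peaks. CAGCTG was in 33.4% of Leydig-higher peaks there against 27.3%, so its specificity to progenitor-higher peaks is not shown. AAGGTCA in both directions, and AGGTCA and AGATAA in Leydig-higher and CAGCTG and CATCTG in progenitor-higher peaks, were the 6 of 18 comparisons whose intervals did not overlap. The longer word TCAAGGTCA was in 7% of Leydig-higher peaks against 5.07%, within counting error. CATTCCA and GACCACCC did not separate from background in either direction. The direct repeat AGGTCAAAGGTCA was found in 0 of 500 peaks in each direction, which allows a share of up to 0.735%. It was also in 0 of 1973 and 0 of 1925 background peaks, so this exact word is too rare here to compare the sets. The count of separated comparisons ranged from 3 with 200 peaks in each direction to 8, and with a minimum of 200 counts AAGGTCA in progenitor-higher peaks stood 3.12 percentage points above its background, within counting error, and AGGTCA 6.72 points above (2.25 to 11.2).

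**Figure D4:**
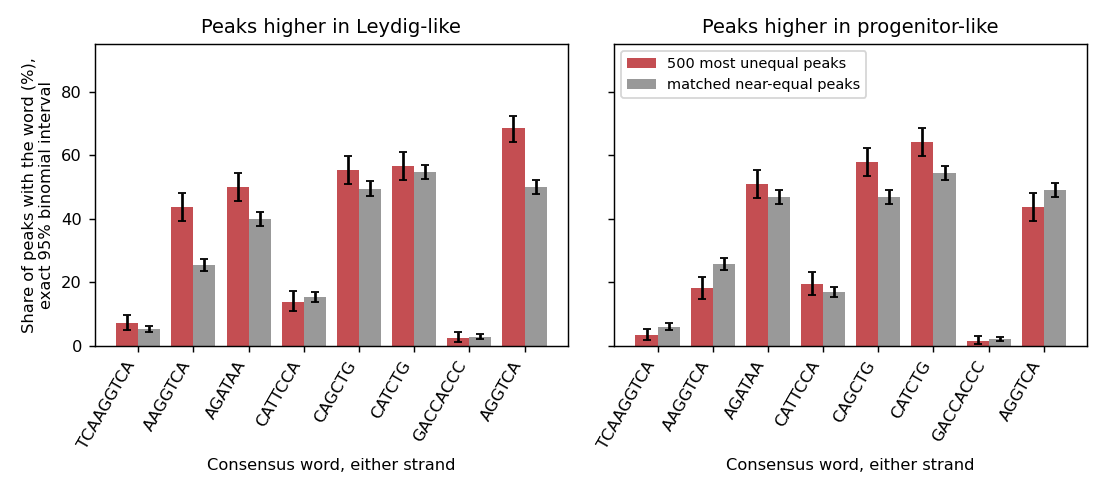
Share of peaks holding each consensus word on either strand (y axis, %; words on the x axis) in the 500 peaks highest in Leydig-like (left, red) and progenitor-like nuclei (right, red) and in matched near-equal peaks (grey), with exact 95% binomial intervals. AAGGTCA was in 43.6% of Leydig-higher peaks against 25.2% of their background.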

Values the study reported

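The study kept 7122 nuclei of E14.5 testes and sorted them into 14 clusters. Its pericyte cluster made up less than 1% of the nuclei. Between the progenitor cluster and the fetal Leydig cluster it counted 5395 differentially expressed genes. It counted 1070 regions of unequal accessibility between these clusters, 386 of them more open in progenitors and 684 more open in fetal Leydig cells.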

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

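The test in this part was chosen after its result was seen.

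Barcodes with 250 or fewer fragments at peaks enter no main value of the report, only the alternative over all barcodes, yet they carry an RNA signal. Of 9059 barcodes left when only the doublet score was used, 1081 had so few fragments, and 132 of these clustered as Leydig-like. Their Leydig naming markers stood at 6374 CPM (Poisson interval 6239 to 6511), where the 728 kept nuclei of the same class held 6468 CPM and all kept nuclei 1074 CPM. That level is partly built in, since the class is named by these markers. If free RNA in droplets without a nucleus were the cause, the 1081 barcodes would draw from a shared profile and differ by counting error only. Without use of the classes, 11.2% of them (9.38% to 13.2%) held more Leydig naming marker UMIs than a Poisson limit around their own mean share allows, where chance gives 0.1%, which argues against free RNA alone for these barcodes. The median UMI count of the 132 barcodes was 8739.5, beside 9370.5 in kept nuclei of the class. A candidate explanation is that these are nuclei whose transposition or capture of DNA failed, and it was not tested. The share of barcodes with so few fragments was 13.6% in Leydig-like (11.5% to 15.9%), 11.5% in progenitor-like (10.4% to 12.6%) and 15.1% in surface epithelium-like barcodes (12.6% to 17.9%). No biological explanation was tested, since the design holds a single group.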

How the results depend on the processing

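The thinning of RNA to the counts per feature of chromatin, the search around peak centres, the joint clusters for promoters, words, genes and peaks, the lower ambient share, the equal numbers among large classes and the other kernel of the linear algebra library were alternatives chosen after the data were seen; the other 22 were planned.

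Directions held for *Nr2f2* (ratio 2.88 to 7.81), *Nr5a1* (8.49 to 47.4), the cell cycle list (1.10 to 8.60), the collagen median (0.82 to 1.75) and the cholesterol median (−3.06 to −2.06) under every alternative that gave a value, and both medians stayed beyond all random lists. Sizes moved more than counting error. Over the main comparisons, 85 alternative values stayed within the interval of the reported one (counts within 1.5 times, ranks unchanged) and 48 did not. For the shifts below the cause was not tested unless one is given.

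With clusters from RNA alone, the progenitor-like share was 39.8%, the *Nr5a1* ratio 10.7, the cell cycle ratio 2.19 and the cholesterol median −2.81. With clusters from ATAC alone the progenitor-like share was 36.03%, the *Nr2f2* ratio 3.50, the *Nr5a1* ratio 8.49, the cell cycle ratio 1.73 and the difference in agreement 0.175. At a resolution of 0.6 the progenitor-like share was 31.3%, the *Nr5a1* ratio 10.7 and the cell cycle ratio 2.47, where 1067 nuclei formed a contractile-like class. With panel genes among the variable genes the progenitor-like share was 36.7%, the *Nr2f2* ratio 3.99, the *Nr5a1* ratio 10.3 and the cell cycle ratio 2.18, and 688 nuclei were contractile-like. Joint clusters gave a cholesterol median of −2.79. The mesonephric mesenchyme-like class grew from 396 nuclei to 964 with RNA alone and to 1164 with ATAC alone. Contractile-like classes of 955 nuclei without doublet removal, 854 at the automatic threshold, 859 over all barcodes and 883 under stricter minimums likewise stood beside smaller progenitor-like shares.

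Without doublet removal the progenitor-like share was 30.3%, the *Nr2f2* ratio 3.37, the *Nr5a1* ratio 9.999, the cell cycle ratio 1.10 and the difference in agreement 0.138. *Top2a* reversed there, to 0.713, where the cluster led by cycling genes was the one named contractile-like. At the automatic Scrublet threshold the progenitor-like share was 35.6%, the Leydig-like share 10.1%, the *Nr2f2* ratio 7.81, the *Nr5a1* ratio 13.6, the cell cycle ratio 2.94, the difference in agreement 0.230, and the medians 1.75 for collagen and −3.06 for cholesterol genes. Over all barcodes the progenitor-like share was 36.5%, the *Nr5a1* ratio 10.5 and the cell cycle ratio 2.01. Under the stricter minimums the progenitor-like share was 30.5%, the Leydig-like share 8.72%, the *Nr2f2* ratio 2.88, the *Nr5a1* ratio 9.69, the cell cycle ratio 2.02 and the difference in agreement 0.119. *Wt1* (0.948) and the *Mki67* promoter (0.926) reversed under these minimums, both with intervals that include 1, and the cause was not tested.

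The planned subtraction of ambient RNA took the share from Leydig and Sertoli naming markers in germ-like nuclei, which came to 52.0%. By construction this removes most where levels are low: it left no *Nr2f2* in Leydig-like and no *Nr5a1* in progenitor-like nuclei, so these ratios have no value, and the cell cycle ratio rose to 8.60. With the share from Leydig naming markers in germ-like nuclei of at most 50000 UMIs, 30.1%, the ratios were 7.78 for *Nr2f2*, 47.4 for *Nr5a1* and 3.68 for the cell cycle list. The mean over nuclei of their own CPM gave 4.83 for *Nr2f2* and 2.03 for the cell cycle list.

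With another kernel of the linear algebra library, 99.9% of nuclei kept their main class and the progenitor-like share stayed at 45.4%. Joined with other alternatives, the kernel left the class of 96.4% to 100% of nuclei unchanged. Over all barcodes it made the endothelial-like class the nearest to the Leydig-like class in RNA, so that rank is not settled there. Without fixed threading, the progenitor-like share with panel genes among the variable genes moved further than with the other kernel, to a value that is not tabulated here.

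Equal numbers of nuclei per class put the progenitor-like class at rank 2 in chromatin distance, with the 47 nuclei that the smallest class allowed, where the immune-like class was the nearest most often. With 396 nuclei per class among classes of at least 300 it had rank 1, but the immune-like class is left out there. A minimum of 100 counts brought the difference in agreement to 0.0590, and RNA thinned to the counts per feature of chromatin left it at 0.151, with RNA ceilings of 0.880 that still lay above those of chromatin. With 200 peaks in each direction, 3 comparisons of words stood apart, fewer peaks giving wider intervals by construction. With a minimum of 200 counts, the shares in progenitor-higher peaks reversed for TCAAGGTCA (0.921 points above background), AAGGTCA (3.12) and AGGTCA (6.72, 2.25 to 11.2), and the cause was not tested.

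Among single genes, 259 alternative values of the panel ratios gave 105 within the interval of the reported value, 152 outside it and 2 reversed. Of 70 alternative values of the named genes, which were chosen for large ratios, 24 lay within the interval and 46 outside it, with none reversed; of 42 for the named peaks, 38 lay within and 4 outside, with none reversed. Of 198 differences in words, 164 lay within the interval, 31 outside it and 3 reversed. Shares of nuclei with a UMI fell with thinning in all 3 classes given, since fewer UMIs were read.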

Other observations

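The tests of fragments per UMI, of fragments on the Y chromosome, of *Nr2f2* in Leydig-like nuclei and of very deep barcodes were chosen after the results were seen, and the other tests in this part before.

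*Nr2f2* UMIs in Leydig-like nuclei lay above the germ-like level. The 170 Leydig-like nuclei over the automatic Scrublet threshold held 272 CPM of *Nr2f2* and the other 631 held 71.6 CPM. The 170 had 2.66 times the median fragments and 1.99 times the median UMIs of the others, and their Leydig naming markers were lower, at 4238 against 7197 CPM. Droplets that hold a Leydig-like nucleus with a nucleus of an *Nr2f2*-high class may therefore explain the larger part of these UMIs. Of the other 631, 12.9% held an *Nr2f2* UMI after thinning (10.4% to 15.8%). Germ-like nuclei not over the threshold and of at most 50000 UMIs stood at 2.83% (1.76% to 4.30%) and Sertoli-like ones at 2.41%. Against these 2 classes, free RNA alone is argued against. Immune-like (19.7%) and erythroid-like nuclei (21.7%), few in number and not split by the threshold, were not lower, so this rests on the class taken as background. Low expression in Leydig-like nuclei and doublets below the threshold both stay open. Free RNA shed by interstitial cells could also differ in amount between droplets, which was not tested.

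Chromatin alone put 92 nuclei in the Leydig-like class that RNA alone put in the progenitor-like class. A droplet with a nucleus of each class should be deeper than both. The median of 5466 fragments (4916 to 5899) was indeed above that of nuclei called progenitor-like by both assays (4237) and Leydig-like by both (2870), but the median of 6990 UMIs (6271 to 7559) lay between 6248 and 9364. Leydig naming markers stood at 644 CPM (588 to 705), beside 390 and 6644 CPM, where a droplet with a nucleus of each class at median depth would hold 4141 CPM. The marker level cannot decide here, since the nuclei were chosen for a progenitor-like call by RNA. The median UMI count argues against such droplets as the main cause, while the high fragment count goes with them and stays unexplained. Too few fragments to place the nuclei is argued against by a median fragment count 1.90 times the lower of both class medians. Peaks unequal between the nuclei that both assays placed alike were picked in a random part of those nuclei. At these peaks, 60.9% of the counts of the 92 nuclei fell on Leydig-higher peaks (59.6% to 62.1%). The remaining nuclei placed alike stood at 35.4% (progenitor-like) and 81.4% (Leydig-like). The 92 nuclei were chosen for a Leydig-like call by chromatin, so a raised share is partly built in. *Nr5a1*, whose RNA had no part in the clustering, stood at 123 CPM (99.1 to 151) between 31.6 and 407 CPM. The pattern is consistent with nuclei whose chromatin lies between both classes while their RNA is still close to progenitor-like, a hypothesis only, since choosing nuclei on which assays disagree favours values in between. The opposite group, 44 nuclei Leydig-like by RNA and progenitor-like by chromatin, had 93.2% of its nuclei over the automatic Scrublet threshold and a median of 16136.5 UMIs.

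Leydig-like nuclei gave fewer fragments per UMI than progenitor-like nuclei, with medians of 0.317 and 0.717, a ratio of 0.442. The filters are argued against as the cause, since the ratio among all barcodes was 0.436. Cycling nuclei in the progenitor-like class are also argued against, since the ratio to the cluster that cycling genes did not lead was 0.432. Sertoli-like (0.391), germ-like (0.404) and supporting-like nuclei (0.397) were low as well, and mesonephric mesenchyme-like (0.627) and pericyte-like nuclei (0.645) high. Both parts of the ratio differed, with median UMIs of 9679 in Leydig-like against 6354 in progenitor-like nuclei and median fragments of 3033 against 4667.5. Among nuclei that both assays placed alike, the fragment medians were 2870 (2702 to 3095) and 4237 (4080 to 4380). More RNA per nucleus alone is therefore argued against, since it leaves the lower fragment count unexplained. Less accessible chromatin stays open, beside more RNA, and the design offers no group that would separate them.

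*Xist*, the RNA of the inactive X chromosome, gave 511 UMIs, of which 475 lay in germ-like nuclei (22.7 CPM). Nuclei with 2 X chromosomes and no Y chromosome are argued against, since the 44 germ-like nuclei with at least 3 *Xist* UMIs held 1.04 times as many fragments on the Y chromosome, per fragment, as the other 947 germ-like nuclei (0.912 to 1.19; 239 and 3448 fragments). Y-linked UMIs decide nothing here, since 98.7% of the other germ-like nuclei held one and free RNA may bring them to any droplet. Low *Xist* in XY germ cells stays open, and no biological explanation was tested.

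Among kept barcodes, 71 had over 50000 UMIs and held 9.85% of all kept UMIs, the deepest with 705765. In the 45 germ-like ones the Leydig naming markers were 2.25 times as high as in the other germ-like nuclei (728 against 323 CPM), and germ naming markers were lower (711 against 1611 CPM). Several nuclei in a droplet, which the limit on fragments did not remove, is a candidate explanation. It bears on the germ-like background, which these barcodes raise.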
